A study of Mus musculus with 8 samples. Its data were reported in "Tumor-educated Gr1+CD11b+ cells drive breast cancer metastasis via OSM/IL-6/JAK–induced cancer cell plasticity" (2024).

How the data were processed

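RNA-seq libraries of 2 sorted fractions of 4T1, a mouse mammary carcinoma line, were compared. SCA1 is a surface protein encoded by Ly6a, and the cells were separated by it with magnetic columns after staining. The study's text and the source label give the parental line as the origin of the cells, whereas the protocol in the labels speaks of stained tumor and gives a CD45-negative gate. The groups are named here only by the marker. Each group had 4 libraries, numbered 1 to 4 in the labels. The labels do not say whether the replicates were separate sorts, so the spread between libraries may cover less than the spread between independent experiments.

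Per the labels, total RNA was made into libraries with an Illumina TruSeq kit and sequenced on a NextSeq instrument. The labels and the main text of the study do not state the aligner, the counting tool, the genome build, the annotation or the use of strand, and its supplemental methods were not used here. The authors deposited a table of raw counts per Ensembl gene, with 16341 genes, and a second table of normalized signal for 15372 genes. The values of the deposited signal table equalled the counts divided by 1 factor per library, and these factors were the DESeq2 median-of-ratios size factors of the count table, to a relative difference of at most 5.1e-15. The 969 genes with a single count over the 8 libraries were left out of that second table. Neither table held columns of other samples. No mitochondrially encoded gene was among the genes counted. Because overlapping genes and members of gene families can share reads, and their handling is not stated in those sources, genes of multigene families (Ly6a, Gstm1, Cxcl3) are reported as uncertain to that extent, and so are Has2, Zeb1, Tgfb3 and Tslp, which overlap a counted gene on the opposite strand.

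Gene symbols, positions and transcript GC content came from GENCODE mouse release M21 on GRCm38, matched by Ensembl ID. Of the genes counted, 16202 were found there and 139 were not. Positions are given in that build, which need not be the one the authors used.

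Counts were tested as deposited with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 11717 genes tested and 4624 not tested. Libraries were scaled by TMM, and a quasi-likelihood test (glmQLFit and glmQLFTest, two-sided) compared the groups with no covariate. Benjamini-Hochberg adjustment ran over the tested genes, and an adjusted p under 0.05 was called. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. Normalized counts printed for a gene are counts divided by the size factors, as mean ± SD of 4 libraries. A group with at most 3 counts in each library was taken to be at the floor. Total counts per library ran from 13561804 to 16968215. PCR reads without molecular identifiers are not independent molecules, so such floors cover counting error only.

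Before the data were examined, the design, the alternatives, the gene lists and the rule for named genes were fixed. The rule took the 5 genes with the highest and the 5 with the lowest log2 fold change among called genes with a mean normalized count of at least 100, no overlap between the groups and a symbol other than a Gm or Rik model name. Panel genes discussed by the study were added to these. Gene lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over 17 lists, and Reactome pathways shipped with fgsea 1.28.0 were tested in the same way where 15 to 300 tested genes were members. Of the tested genes, 96.6% had an Entrez ID for this match. Lists came from the study (Sca1-positive, Sca1-negative, shared upregulated and Tu-Gr1-induced genes) or were written from general knowledge (IL-6/JAK/STAT3, interferon response, TNF/NF-kappaB, MYC and ribosome biogenesis, cell cycle, NRF2 and xenobiotic, cholesterol synthesis, YAP/TAZ targets, hypoxia, oxidative phosphorylation, and leukocyte, fibroblast and endothelial markers). The first 3 of the study's lists were chosen by the study on these same libraries. Principal components used log2 CPM with a prior count of 2 over the 500 most variable genes.

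The alternatives were DESeq2 size factors, no low-count filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, replicate number as a block, library sizes without genes holding over 1% of counts, limma on log2(value + 1) of the deposited signal, an adjusted p under 0.01, an absolute log2 fold change of at least 1, leaving out each library in turn, fry, camera with estimated correlation, lists without genes chosen by the study on these libraries, and principal components of all tested genes or with a prior count of 0.5. GC-corrected offsets, library totals alone and upper-quartile scaling were chosen after seeing the data, as was the count of changes of at least 2-fold under each fit.

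The tests were tested on simulated data drawn from the real means, dispersions and library sizes. With 200 genes changed among 11658 tested, edgeR recovered 98.0% of the changed genes, and 8 of its calls were false. The simulated changes went up or down at random and were mostly larger than 1.5-fold. In the real data 61.5% of the genes tested were called, and 74.4% of these calls were under 1.5-fold. The simulation therefore does not measure recovery or false calls for small changes, or scaling when most genes differ. In 20 simulations without any chromosome effect, each over at least 11545 genes, the correlation between the first and second parts of chromosomes (split at the median gene position) averaged 0.031 and was at most 0.541. A chi-square comparison of counts found no pair of libraries within sampling noise, since the statistic per degree of freedom was at least 1.92 for every pair.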

Results

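RNA was measured by sequencing in 4T1-Sca1+ and 4T1-Sca1- cells, with 4 libraries in each group. Total counts ran from 15041995 to 16968215 in the 4T1-Sca1+ libraries and from 13561804 to 16142836 in the 4T1-Sca1- libraries. Between 14241 and 14352 genes were detected in each 4T1-Sca1+ library and between 13777 and 14006 in each 4T1-Sca1- library. The comparison asks which transcripts distinguish the cells that carry SCA1 on their surface from those that do not.

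Ly6a, which encodes SCA1, was examined first because it checks the labels. Ly6a (ENSMUSG00000075602; GRCm38 chromosome 15, 74994877 to 74998031, minus strand) had a normalized count of 167 ± 20.2 in 4T1-Sca1+ cells and 1.79 ± 1.73 in 4T1-Sca1- cells (SD, n = 4). Its log2 fold change was 6.42 with a standard error of 0.27 and an adjusted p of 2.13e-12 by edgeR's quasi-likelihood test. Only 7 counts were seen over the 4 4T1-Sca1- libraries, so the size of this fold change is imprecise. Leaving out 4T1-Sca1- replicate 2 moved it most, to 7.14.

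Libraries separated by group. The first principal component held 91.3% of the variance of the 500 most variable genes, and the second held 2.25%. Over all tested genes the share on the first component was 79.3%.

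**Figure D1:**
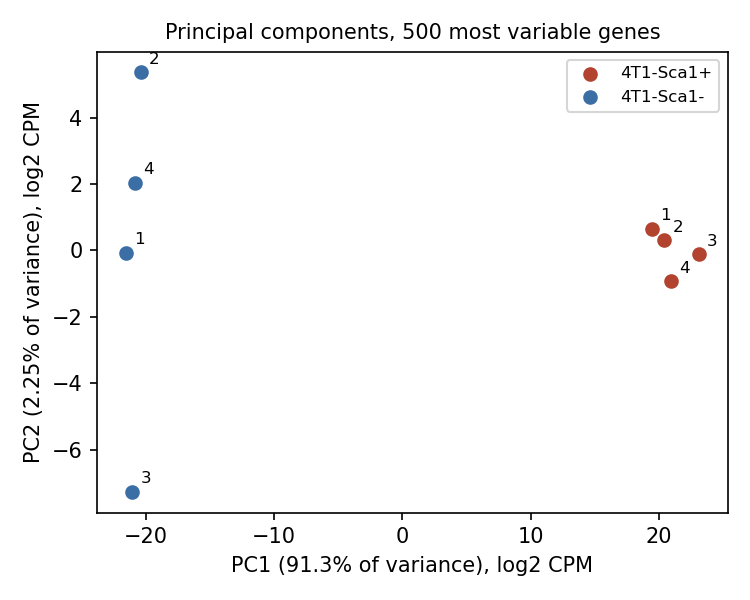
Principal components of log2 CPM over the 500 most variable genes, with the first component on the horizontal axis and the second on the vertical axis, each point being 1 library with its replicate number. The 4 4T1-Sca1+ libraries lie between 19.5 and 23.1 on the first component, and the 4 4T1-Sca1- libraries lie between -21.6 and -20.4.

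Of 11717 genes tested, 3668 were higher and 3538 were lower in 4T1-Sca1+ cells at an adjusted p under 0.05 (edgeR). This was 61.5% of the genes tested. Most of these differences were small, as 5361 of the 7206 genes (74.4%) changed by less than 1.5-fold. With GC-corrected offsets, 6414 of the 7206 were called again. The groups did not overlap for 6410 of the tested genes (54.7%), where chance gives 2.86%. Replicates were tight, with a common biological coefficient of variation of 0.0541. Within its group, 4T1-Sca1+ replicate 3 stood farthest apart. Its chi-square per degree of freedom against the other 4T1-Sca1+ libraries was 7.02 to 10.1, whereas those gave 2.19 to 4.00 among themselves. Requiring an absolute log2 fold change of at least 1 moved the counts most, to 612 higher and 103 lower genes. Among changes of at least 4-fold, 165 genes were higher and 16 were lower.

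By the rule fixed in advance, the 5 genes with the highest log2 fold changes were Slc14a1, Gstm1, Tspan1, Ltf and Aldh3a1. Slc14a1 (ENSMUSG00000059336; chromosome 18, 78100091 to 78142119) had 533 ± 30.2 normalized counts in 4T1-Sca1+ cells against 43.6 ± 8.47 in 4T1-Sca1- cells (SD, n = 4). Its log2 fold change was 3.61 ± 0.10 (standard error), with an adjusted p of 1.93e-14 by edgeR. Gstm1, a member of a family of similar genes, followed with a log2 fold change of 3.57, Tspan1 with 3.53 and Ltf with 3.33. Aldh3a1 (ENSMUSG00000019102; chromosome 11, 61207537 to 61218421) was the most abundant of them, with 6416 ± 181 against 690.2 ± 67.5 normalized counts and a log2 fold change of 3.23 ± 0.06. The 5 genes with the lowest values were Btn1a1, Atf3, Cxcl3, Vgll3 and Sdcbp2. Btn1a1 (ENSMUSG00000000706; chromosome 13, 23456992 to 23465901) had 80.3 ± 9.51 against 447 ± 17.1 normalized counts and a log2 fold change of -2.46 ± 0.09. Atf3 (ENSMUSG00000026628; chromosome 1, 191170296 to 191218039) had 286 ± 9.82 against 1549 ± 128 and a log2 fold change of -2.42 ± 0.07. The values were -2.18 for Cxcl3, -2.12 for Vgll3 and -2.12 for Sdcbp2. Each of these 10 genes kept its direction and its call under every alternative fit in which it was tested.

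The study examined OSM, IL-6 and their receptors as candidates for how myeloid cells from tumors expand the SCA1+ population, so these transcripts were compared between the fractions. Osmr (ENSMUSG00000022146; chromosome 15, 6813577 to 6874969) had 292 ± 6.85 normalized counts in 4T1-Sca1+ cells against 145 ± 7.59 in 4T1-Sca1- cells, a log2 fold change of 1.02 ± 0.08 with an adjusted p of 5.05e-09 (edgeR). Il6ra rose by 0.87 ± 0.08 on the log2 scale. Il6st was abundant in both, with 2483 ± 75.3 against 2991 ± 75.6 normalized counts, and was lower by a log2 fold change of -0.26 ± 0.04. Il6 was below the expression filter, with 29 counts in total over the 4T1-Sca1+ libraries and 8 over the 4T1-Sca1- libraries. Without the low-count filter its log2 fold change was 1.64 ± 0.59, with an adjusted p of 0.0223 (edgeR). Osm had 0 counts over the 4T1-Sca1+ libraries and 1 over the 4T1-Sca1- libraries, so no difference was detectable at this depth.

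Of the 29 panel genes, 27 were counted and 23 were tested. At an adjusted p under 0.05 over all genes, 14 were higher and 7 were lower, and 21 passed when adjusted over the list alone. Among stem cell markers, Aldh1a1 (log2 fold change 0.97 ± 0.30) and Podxl (0.22 ± 0.04) were higher along with Aldh3a1. Klf4 (-0.37 ± 0.08) and Sox9 (-0.36 ± 0.07) were lower. Abcg2 was lower by a log2 fold change of -0.27 ± 0.10 with an adjusted p of 0.0216 (edgeR), a call that did not hold when any of 4 libraries was left out in turn or with GC-corrected offsets. Without 4T1-Sca1+ replicate 3 its log2 fold change was -0.18. Has2 did not differ (0.04 ± 0.07), although GC-corrected offsets brought it past the threshold at 0.16. Nanog was at the floor in both groups. Pou5f1 and Sox2 were not among the 8 of 10 stem cell markers that were counted. Among markers of epithelial to mesenchymal transition, Cdh1 (-0.69 ± 0.04) and Zeb1 (-1.28 ± 0.18) were lower, whereas Twist1 (0.65 ± 0.07), Foxc1 (0.61 ± 0.09), Vim (0.43 ± 0.04) and Snai1 (0.28 ± 0.08) were higher. Snai1 lost its call with GC-corrected offsets. Snai2 was below the filter. Among surface markers, Itgb3 (0.93 ± 0.06) and Itga6 (0.22 ± 0.05) were higher and Cd44 (-0.52 ± 0.05) was lower. Cd24a did not differ (0.01 ± 0.06), and GC-corrected offsets gave 0.10, past the threshold. Tslp (1.74 ± 0.07) and Tgfb3 (1.05 ± 0.06), which the study considered as signals from tumor cells to myeloid cells, were higher.

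**Figure D2:**
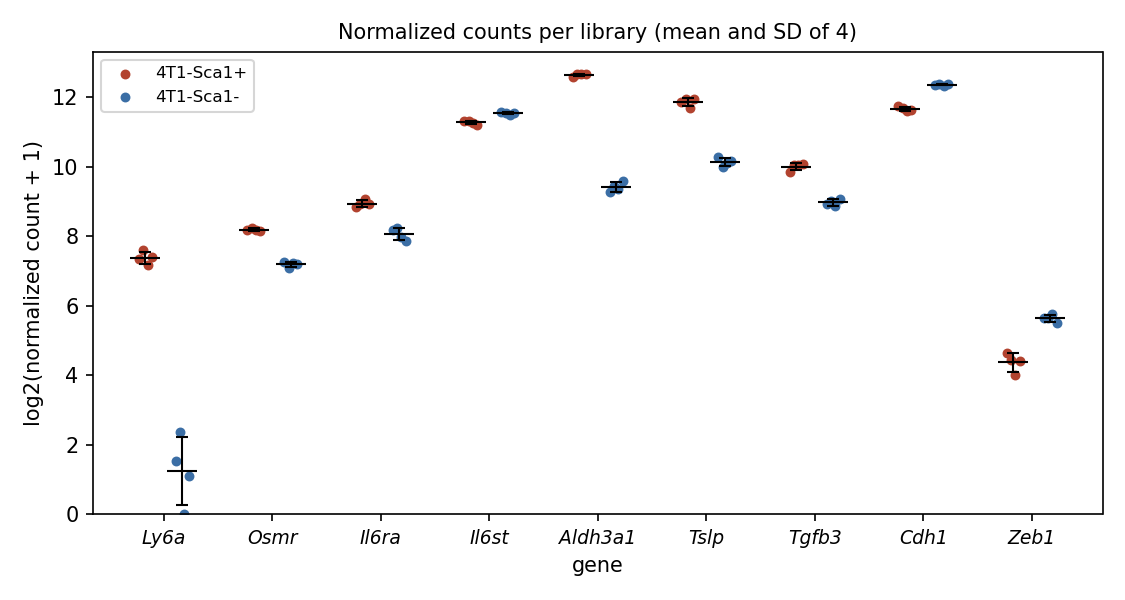
Normalized counts of 9 panel genes in each library, as log2(normalized count + 1) on the vertical axis, with genes on the horizontal axis, points for single libraries and bars for mean and SD of 4 libraries. Ly6a shows the widest separation, with a log2 fold change of 6.42, and Il6st shows a small one, with -0.26.

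Gene lists were compared to ask which of them differ between the fractions. The study scored hallmark pathways, and the pathway lists used here were written from general knowledge instead. The lists the study chose on these libraries passed by construction and are no independent evidence. As used here, with repeated entries counted once, its Sca1-positive signature held 187 genes and its Sca1-negative signature 186, somewhat fewer than the study's text describes. Of these, all 187 were higher (median log2 fold change 2.00) and all 186 were lower (-0.93), and all 56 shared upregulated genes were higher (1.08). Adjusted over the list alone, the same numbers of genes passed. The Tu-Gr1-induced signature, chosen by the study on other libraries, did not pass, with a median of -0.32 over 37 genes and a camera adjusted p of 0.192. This median was -0.19 without 4T1-Sca1- replicate 4 and -0.13 on the authors' normalized table. The mean went the other way, since the mean log2 CPM of the list was 1.82 to 1.84 in the 4T1-Sca1+ libraries and 1.66 to 1.82 in the 4T1-Sca1- libraries, with a difference of means of 0.08. Among its tested genes, 8 were among those the study picked from these libraries, and without them the median was -0.33 with a camera adjusted p of 0.0538. Of its genes, 7 were higher and 15 were lower, and 22 passed when adjusted over the list alone.

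Among lists written before the data were examined, NRF2 and xenobiotic genes had the highest median (1.07, camera adjusted p 9.3e-10), with 19 of 25 genes higher. Of these, 9 genes were among those the study picked from these libraries, and without them the median was 0.26. IL-6/JAK/STAT3 genes (0.35, adjusted p 0.0026) had 23 of 36 genes higher and 8 lower, and GC-corrected offsets lowered this median to 0.17. Without the 6 genes of this list that the study picked from these libraries, its median was 0.24 with a camera adjusted p of 0.0282. Camera with estimated correlation gave the whole list an adjusted p of 0.0438. Cholesterol synthesis genes (0.42, adjusted p 9.94e-06) had 15 of 21 higher. TNF/NF-kappaB genes had the lowest median of these lists (-0.77, adjusted p 2.56e-11), with 21 of 24 genes lower. MYC and ribosome biogenesis genes (-0.48) had 27 of 28 lower. Interferon response genes (-0.42, adjusted p 0.00104) had 18 of 31 lower. YAP/TAZ targets (-0.21) and oxidative phosphorylation genes (-0.16) were also lower by camera. Cell cycle (0.08, adjusted p 0.098) and hypoxia genes (-0.09, adjusted p 0.594) did not pass. Adjusted over the list alone, 21 NRF2 and xenobiotic, 32 IL-6/JAK/STAT3, 16 cholesterol synthesis, 23 TNF/NF-kappaB, 28 MYC and ribosome biogenesis, 19 interferon response, 15 YAP/TAZ, 22 oxidative phosphorylation, 17 cell cycle and 15 hypoxia genes passed. With the correlation estimated from the data, the calls for MYC and ribosome biogenesis, YAP/TAZ targets and oxidative phosphorylation were lost and the other calls of these lists held. Fry asks whether the genes of a list shift as a set, whereas camera compares them with the other genes. Under fry, every call held, and the Tu-Gr1-induced, cell cycle, leukocyte and fibroblast lists passed as well. Because 61.5% of the genes tested were called, passing fry adds little to the camera calls. Leukocyte (median 1.06 over 2 genes), fibroblast (0.49 over 4 genes) and endothelial markers (-0.21 over 2 genes) did not pass camera.

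**Figure D3:**
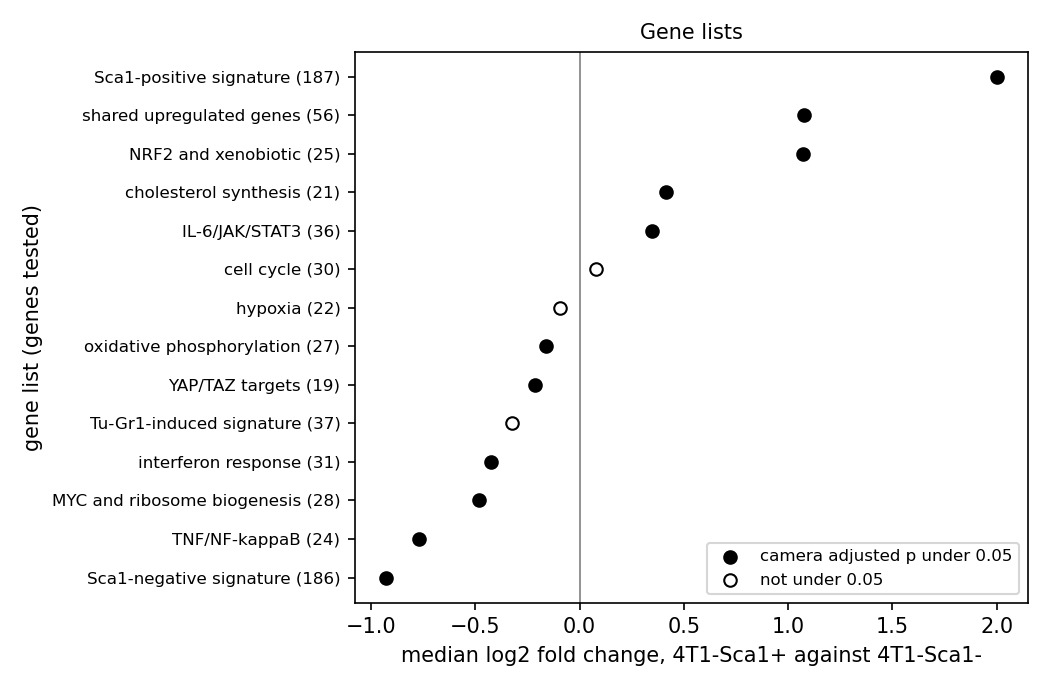
Median log2 fold change of 4T1-Sca1+ against 4T1-Sca1- cells on the horizontal axis for each gene list on the vertical axis (leukocyte, fibroblast and endothelial markers left out), with the number of genes tested in brackets and filled points for a camera adjusted p under 0.05. The Sca1-positive signature lies farthest to the right at 2.00 and the Sca1-negative signature farthest to the left at -0.93.

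Of 634 Reactome pathways tested, 173 passed by camera, of which 23 were higher and 150 were lower. Pathways share genes, so these are not counts of separate processes. For instance, GLI3 processing by the proteasome, CDK-mediated removal of Cdc6 and stabilization of p53 had the same median (-0.2225). Biological oxidations (67 genes, median log2 fold change 0.34, adjusted p 2.13e-05) led the higher pathways. Mitochondrial translation elongation (81 genes, median -0.27, adjusted p 9.08e-09) led the lower ones. With estimated correlation, 0 pathways passed, and 34 had an unadjusted p under 0.05, which is close to what chance gives for 634 tests.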

Values the study reported

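The study reported 1118 upregulated and 423 downregulated genes in total over its comparison of 4T1-SCA1+ with 4T1-SCA1- cells and a second comparison of primed cells, of which 56 upregulated genes and 1 downregulated gene were shared. For each of its 2 SCA1 signatures it took the top 200 genes. It reported that Osm and Il6 had a normalized count below 7 on average. Parental 4T1 cells held 10% to 15% SCA1+ cells.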

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

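The limits for these values were fixed before the data were examined. In 3 of 112 group tests, 1 library lay far from the other 3 of its group, where chance gives 5.6. Tgfb3 had a normalized count of 919 in 4T1-Sca1+ replicate 1, below the other 3 libraries, which lay between 1054 and 1076. The mean log2 CPM of the interferon response list was 2.66 in 4T1-Sca1+ replicate 2, above 2.57 to 2.58 in the other 3. The mean log2 CPM of the fibroblast markers was 3.53 in 4T1-Sca1+ replicate 3, below 3.82 to 3.86 in the other 3, and this list has 4 tested genes. The 3 values fall on 3 different libraries, and their number is within what chance gives, so no technical or biological explanation was needed or tested beyond that.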

How the results depend on the processing

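The GC-corrected offsets, library totals alone, upper-quartile scaling and the counts of changes of at least 2-fold under each fit were chosen after seeing the data. A share of variance was taken to have moved when it changed by more than the SD over the 8 fits that each left out one library.

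The numbers of higher and lower genes stayed within 1.5 times under every other scaling, filter and test and at an adjusted p under 0.01. These totals do not show whether the same genes were called. With GC-corrected offsets 7593 of 11616 genes tested were called, and 6414 of the 7206 main calls were among them. Log2 fold changes rose with GC content (Spearman's rho 0.28), so this trend lies along the comparison of the groups. A technical GC bias cannot be told apart here from a difference between the cells. An absolute log2 fold change of at least 1 left 612 higher and 103 lower genes, by its construction. With library totals alone, 4114 genes were higher and 2985 were lower. Of changes of at least 2-fold, at least 10 counts in every library left 397 higher genes, a filter that removes genes near 0 in one group. Limma on the authors' normalized table gave 978 higher and 192 lower, and no low-count filter gave 174 lower, both with more genes tested. No gene held over 1% of counts, so leaving out such genes changed nothing and tests nothing.

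With the replicate number as a block (replicate block), 3605 genes were higher and 3452 were lower, and no call of a named gene or list changed. Deviations from the group means of libraries with the same number correlated at 0.0957, -0.15, -0.0339 and -0.0011, so no large effect shared by number was seen. With so few pairs and no GC adjustment, this does not exclude that the libraries were paired.

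Camera with estimated correlation lost the calls for MYC and ribosome biogenesis (median -0.48), YAP/TAZ targets (-0.21) and oxidative phosphorylation (-0.16). Fry brought the Tu-Gr1-induced signature (-0.32) and the cell cycle list (0.08) past the threshold, and at least 10 counts in every library did so for the Tu-Gr1-induced signature (-0.38). The adjusted p of this signature was 0.00289 under fry, which does not compare a list with the other genes. Over the other alternatives it ran from 0.0229 with at least 10 counts in every library to 0.516 on the authors' normalized table. The cell cycle list also passed with GC-corrected offsets (0.10) and without 4T1-Sca1+ replicate 3 (0.0837), with medians from 0.0633 to 0.0855 across the 8 fits that each left out one library. The interferon response list did not pass without genes the study chose on these libraries (-0.22). Beyond the different question that fry asks, the cause was not tested in these cases.

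The share of variance on principal component 1 was 79.3% over all tested genes and 87.8% with a prior count of 0.5, and ran from 89.9% to 91.0% across the 8 fits that each left out one library.

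Among single genes, Cd24a and Has2, neither of them past the threshold, changed sign. Cd24a was -0.0076 without a low-count filter, -0.0042 with DESeq2 and -0.0067 on the authors' normalized table, and ran from -0.021 to 0.061 across the 8 fits that each left out one library. Has2 ran from -0.010 to 0.087 across those fits. Abcg2 lost its call in 4 of those fits and with library totals alone, and GC-corrected offsets took 2 single-gene results out of the calls (Abcg2 and Snai1) and brought 2 in (Has2 and Cd24a). Fibroblast markers passed without each of 5 libraries and under fry, as leukocyte markers did under fry. The cause was not tested. Depth limits Osm, Il6, Nanog and Snai2, which were below the filter.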

Other observations

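The tests of chance splits, of leukocytes, of stromal cells, of carry-over and of the parts of the Tu-Gr1-induced list were written down before their results were seen, and the other tests only after.

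Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many genes past the threshold, the real one. The other splits gave 0 genes, with between 16 and 1583 genes at an unadjusted p under 0.05. Each of the other splits mixes the fractions, so the difference between the fractions enters their spread and lowers their counts. The comparison therefore adds little to the separation of the groups. Contaminating cells were also tested. Of 18 leukocyte markers, 15 were at 10 counts or fewer in every library or not counted, which argues against leukocytes as the source of these differences. Cd74 and Csf1r were detected and higher in 4T1-Sca1+ cells, so a trace of such cells is not excluded. Col1a2, abundant in fibroblasts, reached at most 8 counts in any library, with means of 4.43 and 4.61 normalized counts, which argues against stromal cells as the source of these differences. Other markers were higher in 4T1-Sca1+ cells. Dcn had 11.4 against 1.06 normalized counts, Pdgfrb 6.19 against 0.257 and Pecam1 5.01 against 1.04. Log2 fold changes were 0.75 for Col1a1, 0.63 for Pdgfra and 0.35 for Sparc. Tie1 was lower with -0.60, and Postn did not differ (0.05). Lower normalized counts were also seen for Fap (0.958 against 2.96), Cdh5 (0.676 against 1.87) and Esam (5.71 against 8.49), which were not tested. The markers thus went both ways, and a trace of stromal cells in the 4T1-Sca1+ fraction is not excluded. The number of higher genes was 3668 and that of lower genes 3538. Both are higher than the totals quoted from the study above. With a limit of 1.5-fold they were 1367 and 478, also higher than those totals. With a limit of 2-fold they were 612 and 103, both lower, so the direction depends on the fold limit. The study's totals also cover a second comparison, so they do not give its numbers for these fractions alone. The mean normalized count of Il6 in 4T1-Sca1+ cells was 6.78.

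Changes of at least 2-fold were mostly increases, with 612 higher and 103 lower genes. Technical explanations were tested one by one. Under the other scalings the share of increases was at least 84.7%. Among the 9618 genes with a mean normalized count of at least 100 it was 80.8%. With GC-corrected offsets it was 82.9%. Carry-over of 4T1-Sca1- cells into the 4T1-Sca1+ fraction would hide decreases, and the lowest ratio among well-counted genes, that of Btn1a1, sets the largest share it could have. Subtracting that share left 790 higher and 247 lower genes, or 76.2% increases. These values argue against each of the 4 as the whole cause, and a biological asymmetry remains open as a hypothesis.

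Log2 fold changes also shifted by chromosome, a pattern noticed in the data and then tested on them. Adjusted for GC content and mean expression, the median over 411 genes of chromosome 19 was -0.22, with 73.2% of them below the median of all genes, and the median of the 106 genes beyond 95 Mb of chromosome 15 was 0.41, with 89.6% of them above it. Chromosome 13 had a median of -0.16, chromosome 14 of -0.11, chromosome 10 of -0.11, chromosome 18 of -0.10 and chromosome 16 of -0.09. Chromosome 15 as a whole had a median of 0.18, chromosome 2 of 0.12, chromosome 12 of 0.12 and chromosome X of 0.10. Shuffling gene positions 10000 times gave no chromosome median as large, with a permutation p of 1e-04 (one-sided), the smallest these shuffles can give. Shuffling treats genes as independent, which they are not. The region of chromosome 15 was picked by eye, so it was set against the largest window of as many consecutive genes anywhere in 200 shuffles, which reached 0.195. The share of 73.2% argues against a few strongly regulated genes, and the adjusted medians of -0.22 and 0.41 argue against GC content and expression level as the whole cause. Over the 20 chromosomes, medians from replicates 1 and 2 and those from replicates 3 and 4 had a Pearson's r of 0.986 (permutation p 1e-05, the smallest possible) and a Spearman's rho of 0.971 (permutation p 1e-05), and r was 0.979 without the 2 chromosomes farthest from the median, so no 1 library made the pattern. When each library was left out in turn, the unadjusted median of chromosome 19 ran from -0.19 to -0.18 and that of distal chromosome 15 from 0.38 to 0.42.

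A difference in chromosome number between the fractions would shift the first and second parts of a chromosome (split at the median gene position) together. Across the 20 chromosomes, the medians of the first and second parts had a Pearson's r of 0.876 (permutation p 1e-05) and a Spearman's rho of 0.856 (permutation p 1e-05), and r was 0.817 without the 2 chromosomes farthest from the median. In 1000 shuffles of gene positions r averaged 0.01 and reached at most 0.680. The 2 relations over chromosomes are the whole family computed, and Benjamini-Hochberg adjustment leaves both p-values as they are. This is consistent with fractions that may differ in the make-up of chromosomally distinct subclones, as a hypothesis. RNA does not measure copy number, and regulation acting on whole chromosomes stays open and was not tested. Several chromosomes were uneven. The median was 0.12 in the first part and 0.28 in the second part of chromosome 15, 0.04 and 0.14 on chromosome X, and 0.0076 and -0.11 on chromosome 5, which changed sign, so not every shift spans a whole chromosome. If the replicates came from 1 sort, they would share any such make-up, so agreement between them cannot be told from a single sampling of the line. DNA from the same fractions would decide it. Of the genes called on chromosome 19, 206 were lower and 65 were higher. Calls were also lopsided on chromosome 15 (272 higher, 71 lower), 2 (411 higher, 154 lower) and 13 (196 lower, 65 higher). Small differences on these chromosomes may reflect the chromosome more than the single gene. Il6st (-0.26) on 13 and Snai1 (0.28) and Itga6 (0.22) on 2 are such cases. Cd44 (-0.52) on 2 and Foxc1 (0.61) on 13 went against their chromosome. Ly6a (6.42) and Osmr (1.02) lie on 15, whose adjusted median was 0.18.

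The TNF/NF-kappaB list was lower in 4T1-Sca1+ cells. An early response to handling in the 4T1-Sca1- fraction would raise immediate early genes there as a set. Of 26 such genes outside the list, chosen after their values had been seen, 15 were lower in 4T1-Sca1+ cells past the threshold, among them Atf3, Ccn2, Klf6 and Gadd45b, and 7 were higher, among them Egr3, Egr2 and Ier2. Their median log2 fold change was -0.31. Because they went both ways, a response to handling could be part of the cause and cannot be told apart from a difference between the cells. The median of the list was -0.77 with GC-corrected offsets, which argues against a GC trend as the whole cause. Of its 24 tested genes, 11 were among those the study picked from these libraries, and without them the median was -0.46.

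The Tu-Gr1-induced signature had a median log2 fold change below 0, although its mean log2 CPM was higher in each 4T1-Sca1+ library than in any 4T1-Sca1- library. Its 16 genes that belong to the interferon or TNF/NF-kappaB lists had a median log2 fold change of -0.37, and its other 21 genes one of 0.02. The difference of -0.39 gave a permutation p of 0.292 (two-sided), so whether those members lower the signature cannot be told apart from chance with so few genes.

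The deviations of 4T1-Sca1+ replicate 3 and 4T1-Sca1- replicate 2 from their group means were correlated over genes (r = 0.278, genes not being independent replicates). After GC adjustment the correlation was 0.0922, consistent with a GC trend as the source of most of it. The Spearman correlation of the deviation with GC content was 0.611 in the first library and 0.518 in the second.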
